A study of Arabidopsis thaliana with 18 samples. Its data were reported in "Extensive transcriptomic and epigenomic remodelling occurs during Arabidopsis thaliana germination" (2017).

How the data were processed

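The data were RNA-seq libraries from germinating Arabidopsis thaliana seed collected 24 h after stratified seed was moved into continuous light (24 h SL). Col-0, the wild-type accession, and 8 T-DNA insertion lines in genes for transcription factors were sampled, with 2 libraries per genotype and 18 libraries in all. T-DNA lines carry a piece of bacterial plasmid DNA inserted in or near the gene they are named for. Per the study's methods, the seed was pooled from several parent plants and taken in duplicate. Whether each duplicate had its own pool is not stated, so replicates may not cover variation between seed pools. Per the labels, the libraries were polyA-selected and stranded.

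The deposited table held whole-number read counts per gene, which the authors made by trimming the reads, aligning them to the TAIR10 genome with HISAT2 and assigning them to Araport11 genes with featureCounts. The counts were not normalized. Whether the assignment used the strand of the reads is not stated, so overlapping genes, antisense ones included, were treated as uncertain. The table gave each gene's exon coordinates, and all positions printed are those. Gene symbols and biotypes came from the RefSeq annotation of TAIR10.1, matched by locus identifier for 37051 of 37336 genes. Of these 37051 genes, 99.5% had the same chromosome, start and end in both sources.

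Library totals ran from 18146206 to 33111743 counts, and the precision of each gene's value follows from its own count. Genes with too few counts for a test were removed with filterByExpr, which left 19100 genes, while 11015 genes had no count in any library. Counts were scaled with the trimmed mean of M-values (TMM) and fitted in edgeR 4.0.16 under R 4.3.3, with all 18 libraries in one model of genotype. Each mutant was compared with Col-0 by the quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.01 were called misexpressed. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The common biological coefficient of variation was 5.87%. Counts scaled to library size (CPM) used TMM-scaled library sizes. Means with their SD are over 2 libraries, and SD, floors and bounds cover neither pooling of seed nor amplification error. Where every library of a group held 3 counts or fewer, a fold change was computed against that floor and given as a bound.

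Replicates were compared before they were combined. Their counts differed by 2.21 to 9.97 times the sampling variance (chi-square per degree of freedom), so no pair was one library deposited again. Pearson's r of log2 CPM was 0.993 to 0.9954 within genotypes and 0.9812 to 0.9943 between genotypes.

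The comparisons, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule named the 8 targeted genes. For each mutant it named the called gene with the largest rise and the one with the largest fall, among genes with a mean of at least 1 CPM and with both mutant libraries on the same side of both Col-0 libraries, leaving out the targeted gene. It also named the 3 genes called in the most mutants, with ties broken by the smallest median p over the 8 comparisons. Members of a gene list could be named where the list was reported. A few rows of the study's supplementary tables had been seen when the lists were written, so the members LHY and CRU2 were not chosen blind.

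Because the 8 comparisons share the Col-0 libraries, 20 sets of counts were simulated with all genotypes alike, from the observed means, dispersions and library sizes. All 36 pairs of genotypes were also tested. Genes called among the 10 tested genes on either side of each targeted gene were compared with 10000 random positions per mutant. The 5 lists held genes for seed storage and oil body proteins (14 genes), late embryogenesis abundant proteins (17), light harvesting proteins and the Rubisco small subunit (21), morning clock components (7) and evening clock components (9). They were tested with fry in limma 3.58.1, with Benjamini-Hochberg adjustment over 40 tests and a threshold of 0.05. The light harvesting genes LHB1B1 and LHB1B2 did not pass the count filter, and CAB1, CAB2 and CAB3 can share reads.

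The method was tested on simulated data. With 197 genes changed by 0.5 on the log2 scale among 18938 genes, 48.2% were recovered with 3 false calls. With 200 changed by 1 among 18949 genes, 81.5% were recovered with 0 false calls, and with 199 changed by 2 among 18939 genes, 94.5% were recovered with 5 false calls. A list shifted in simulated counts for 19100 genes was recovered, and 1 of 39 unshifted tests passed the threshold.

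The alternatives were other filters, DESeq2 size factors, the Wald test of DESeq2 1.42.0, models of 4 libraries, a replicate block, other thresholds, another reference, camera in place of fry, and leaving out each library in turn. A correction for GC content and length and a crossed replicate block for hat2 were added after the data were examined. Near-identical copies were searched with blastn 2.17.0, as stretches of at least 100 bases at 95% identity or more outside the gene. The time course, methylome and small RNA data of the study were not used here.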

Results

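Transcript abundance was measured in germinating seed at 24 h SL in Col-0 and in the wrky14, vnd2, smb, obp1, lmi1, hat2, athb25 and athb15 lines, with 2 libraries each. The comparison asked how loss of each transcription factor alters gene expression during germination. Col-0 libraries held 20692809 and 26112879 counts. The shallowest library was smb replicate 1 with 18146206 counts, and the deepest was wrky14 replicate 1 with 33111743. The 10 most abundant genes took 7.17% to 9.23% of the counts of a library.

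The targeted gene was examined first in every line. ATHB25 (AT5G65410; TAIR10 chromosome 5, 26136002 to 26137554) was at 6.95 ± 0.243 CPM (SD, n = 2) in athb25 and 68.9 ± 1.75 CPM in Col-0. Its log2 fold change was -3.31 (SE 0.0909, edgeR quasi-likelihood adjusted p = 1.91e-14). SMB (AT1G79580; chromosome 1, 29940803 to 29943713) changed by -2.53 (SE 0.168, edgeR adjusted p = 2.35e-08) in smb. LMI1 (AT5G03790, RefSeq symbol HB51; chromosome 5, 1004782 to 1006631) changed by -2.45 (SE 0.196, edgeR adjusted p = 7.96e-07) in lmi1, with 27 and 42 counts in the mutant libraries and 136 and 184 in Col-0. Smaller falls were measured for ATHB15 (AT1G52150; chromosome 1, 19409688 to 19414764) at -1.19 (SE 0.104, edgeR adjusted p = 7.46e-06) and for HAT2 (AT5G47370; chromosome 5, 19216271 to 19218007) at -1.02 (SE 0.122, edgeR adjusted p = 0.000149). These lines retained 43.9% and 49.0% of the Col-0 level. In each of these 5 lines the mutant libraries were the lowest of all 18 for the targeted gene.

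The other 3 lines did not show a called fall. VND2 (AT4G36160, RefSeq symbol NAC076; chromosome 4, 17110645 to 17114141) had 8 and 7 counts in vnd2 and 13 and 11 in Col-0. Its log2 fold change of -0.75 (SE 0.514, edgeR adjusted p = 0.414) was not distinguishable from 0 at this depth, and the gene overlaps AT4G36170. Both vnd2 libraries were the lowest for VND2, at 0.296 and 0.304 CPM, against at least 0.417 CPM in the other 16 libraries. OBP1 (AT3G50410; chromosome 3, 18709613 to 18710836) was higher in the libraries labelled obp1, at 12.7 ± 1.69 CPM (SD, n = 2) against 8.69 ± 0.340 CPM in Col-0. The log2 fold change of 0.55 (SE 0.150, edgeR adjusted p = 0.0262) did not pass the threshold of 0.01 over all genes, and passed it when adjusted over the list alone of 8 targeted genes (edgeR adjusted p = 0.0021). Over all genes it passed without a count filter (edgeR adjusted p = 0.000113) and in the model of 4 libraries (0.00773). It did not pass with a mean of at least 50 counts (0.0249), DESeq2 size factors (0.0248) or the replicate block (0.0262). With the Wald test of DESeq2 the adjusted p was 0.0222. WRKY14 (AT1G30650; chromosome 1, 10868218 to 10871297) had 313 and 277 counts in the libraries labelled wrky14 and 6 and 9 in Col-0. It was higher by 5.01 on the log2 scale (SE 0.269, edgeR adjusted p = 3.38e-09), and the other 16 libraries held 0.0515 to 0.382 CPM. Transcript level therefore went against the knock-out label in the libraries labelled obp1 and wrky14, and every direction given for them below is that of libraries so labelled.

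**Figure D1:**
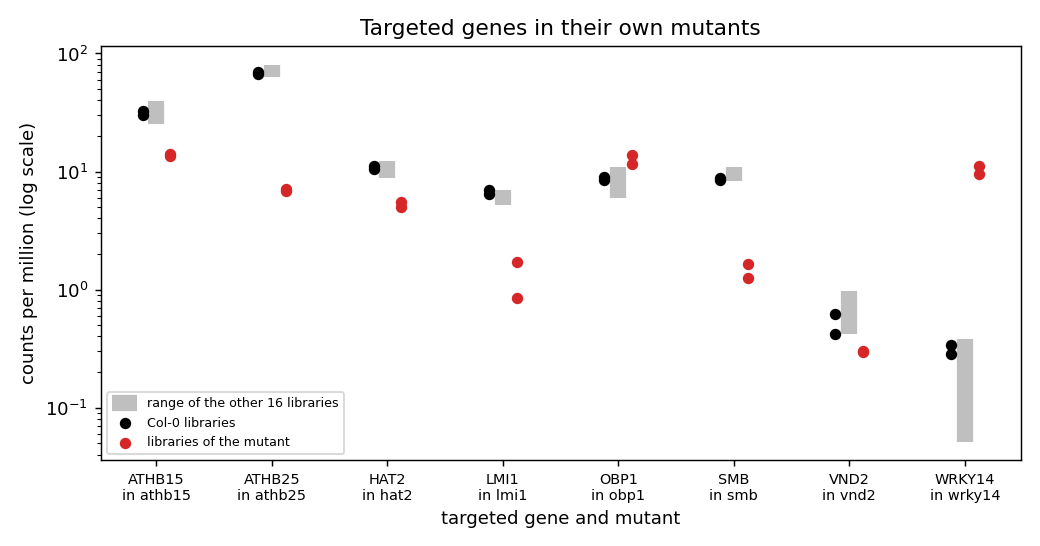
CPM (vertical axis, log scale) of each targeted gene, with a point per library for the mutant and for Col-0 and a bar for the range of the other 16 libraries. The mutant points lie below the bars except in the libraries labelled obp1, at 11.5 and 13.9 CPM, and wrky14, at 9.58 and 11.2 CPM.

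Misexpressed genes were then counted in each line. At an edgeR adjusted p under 0.01, 789 genes differed from Col-0 in vnd2 and 748 in the libraries labelled obp1. There were 410 in smb, 310 in athb25, 221 in the libraries labelled wrky14, 210 in lmi1, 126 in hat2 and 28 in athb15. Among the alternatives, the largest factor was that of a required absolute log2 fold change of at least 1, under which 66 calls were left in the libraries labelled obp1, and without a count filter athb15 had 285. Falls made up most calls in smb (292 of 410), in the libraries labelled wrky14 (174 of 221) and in athb15 (21 of 28). Rises were more frequent in the libraries labelled obp1 (479 of 748), in athb25 (188 of 310) and in hat2 (75 of 126). vnd2 had 376 rises and 413 falls, and lmi1 had 91 rises and 119 falls. The balance changed with the reference. Against the mean of the other 7 mutants, rises were 8 of 10 calls in athb15, 64 of 78 in lmi1, 15 of 25 in the libraries labelled wrky14, 103 of 242 in hat2 and 795 of 1433 in vnd2. Changes of at least 2-fold were found for 311 of the calls in vnd2 and 232 in smb, but for 66 in the libraries labelled obp1. When unchanged genotypes were simulated, a mean of 0.0813 genes was called per mutant.

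**Figure D2:**
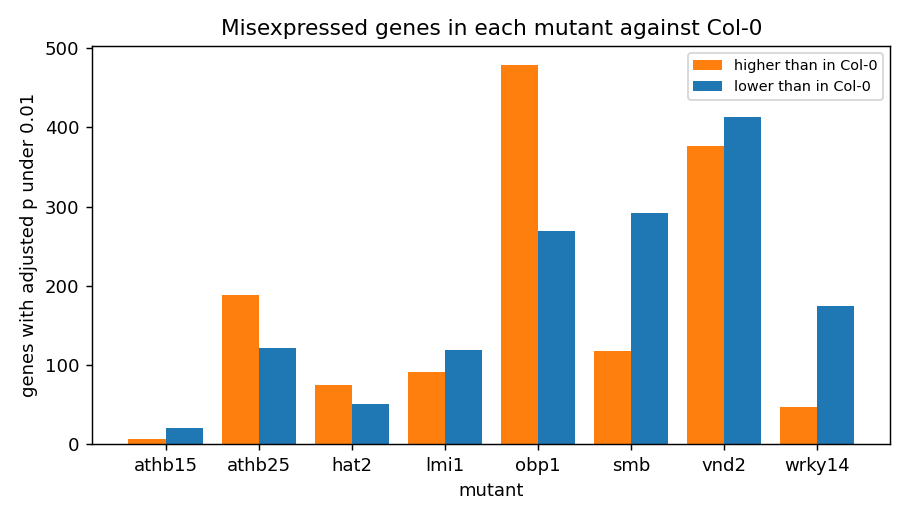
Number of genes with an edgeR adjusted p under 0.01 in each mutant against Col-0 (2 libraries per genotype), as bars for genes higher and lower than in Col-0. Rises run from 7 in athb15 to 479 in the libraries labelled obp1, and falls from 21 in athb15 to 413 in vnd2.

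The named genes gave the size of the largest changes by fitted log2 fold change, leaving out the targeted genes. In athb15, AT3G01345 (chromosome 3, 129138 to 130749) rose from 2.64 ± 0.765 to 42.2 ± 5.45 CPM (SD, n = 2). AT5G64120 (chromosome 5, 25659257 to 25661007) fell by 2.29 on the log2 scale in athb15 (SE 0.334, edgeR adjusted p = 0.00205) and by 2.97 in the libraries labelled wrky14 (SE 0.344, edgeR adjusted p = 6.51e-05), where its value was -3.72 without wrky14 replicate 1. The non-coding AT3G05955 (chromosome 3, 11586005 to 11586548) had the largest rise both in athb25, at 2.44 (SE 0.242), and in the libraries labelled wrky14, at 3.13 (SE 0.227). CYP714A1 (AT5G24910; chromosome 5, 8567504 to 8570367) fell by 2.16 in athb25 (SE 0.305, edgeR adjusted p = 0.000621).

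In hat2, the transcribed pseudogene AT4G08093 (chromosome 4, 4990153 to 4991601) had 439 and 366 counts against 2 and 3 in Col-0, and was at least 105-fold higher. SESA5 (AT5G54740; chromosome 5, 22238358 to 22239187), which encodes a seed storage protein, fell by 3.02 (SE 0.461, edgeR adjusted p = 0.00169), although the Col-0 libraries themselves differed, at 91.0 ± 50.9 CPM. Its value was -2.30 without Col-0 replicate 1 and -3.68 without hat2 replicate 2. AT1G64795 (chromosome 1, 24082579 to 24082848) had the largest rise in lmi1, at 6.34 (SE 0.365), and in vnd2, at 6.17 (SE 0.373). This gene overlaps AT1G64790, and its values without Col-0 replicate 2 were 7.13 and 6.96. The non-coding AT3G05945 (chromosome 3, 11510090 to 11510510) fell by 2.59 in lmi1 (SE 0.165). TIP2 (AT3G26520; chromosome 3, 9722443 to 9723904) fell by 2.71 in vnd2 (SE 0.530, edgeR adjusted p = 0.00269), from 24 and 52 counts to 7 and 5.

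In the libraries labelled obp1, the non-coding AT2G44798 (chromosome 2, 18466053 to 18471304) rose by 2.13 (SE 0.384, edgeR adjusted p = 0.00197) and overlaps AT2G09545 and AT2G44800. BHLH100 (AT2G41240; chromosome 2, 17198037 to 17199454) fell by 2.21 there (SE 0.244) and was called in 7 of the 8 mutants. In smb, AT1G53540 (chromosome 1, 19980299 to 19981199) rose by 3.46 (SE 0.548), or by 3.69 without Col-0 replicate 2. AT5G60530 (chromosome 5, 24333907 to 24335858) had 0 counts in both smb libraries and 67 and 70 in Col-0, and was at least 22.6-fold lower. Its rank rests on a value fitted to 0 counts, so it need not be the largest fall in smb.

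Sharing of misexpressed genes between mutants was examined next. Of 1783 genes called in any mutant, 610 were called in 2 or more, and 567 of these (93.0%) changed in one direction. Unchanged genotypes gave a mean of 0.1 genes called in 2 or more over 20 simulations. When as many genes of smallest p were taken per simulated mutant as had been called, a mean of 518 were shared. Of these, 99.4% went in one direction, so the shared Col-0 libraries alone can give such agreement in direction. The pseudogene AT5G35935 (chromosome 5, 14083388 to 14089891) was called in all 8 mutants. It was lower than Col-0 in lmi1, at -1.23 (SE 0.102), and higher in the other 7, at 0.86 to 1.06. AT3G09440 (chromosome 3, 2902355 to 2905947) was also called in all 8, with log2 fold changes of -0.45 to -0.32, and overlaps AT3G09430 and AT3G02205. Its call was lost in athb15 with DESeq2 size factors (edgeR adjusted p = 0.0103), and in models of 4 libraries in hat2 (0.0173), lmi1 (0.0168), vnd2 (0.0304) and the libraries labelled wrky14 (0.0145). The pseudogene AT5G33395 (chromosome 5, 12664506 to 12666192) was one of 7 genes called in 7 mutants, higher in athb15 and athb25 and lower in 5 others.

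Log2 fold changes were correlated between mutants, across genes, with a mean Pearson's r of 0.485 over the 28 pairs (range 0.206 to 0.695). Genes are not independent replicates, and unchanged genotypes that shared the Col-0 libraries gave a mean of 0.523. With a different Col-0 library for the 2 mutants of a pair, the mean was 0.235 (range 0.0235 to 0.515), against 3.64e-05 for unchanged genotypes. The highest such value was that of smb and vnd2. These mutants shared 273 calls, against a mean of 96.5 among as many genes of smallest p in unchanged genotypes. The libraries labelled wrky14 shared 161 calls with smb and 151 with vnd2, against 45.3 and 66.4. All of these shared calls went in the same direction, as did a mean of 99.5%, 99.8% and 100% of the simulated ones.

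Pairs of mutants were about as far from each other as from Col-0. The median number of genes that differed was 281 over the 28 pairs of mutants and 265.5 over the 8 pairs with Col-0, and Col-0 ranked 5 of 9 genotypes by its median distance to the others. The range over pairs of mutants was 11, between athb15 and lmi1, to 2044, between athb25 and vnd2. Only 26 genes differed between hat2 and the libraries labelled obp1, and 14 between athb15 and the libraries labelled wrky14.

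**Figure D3:**
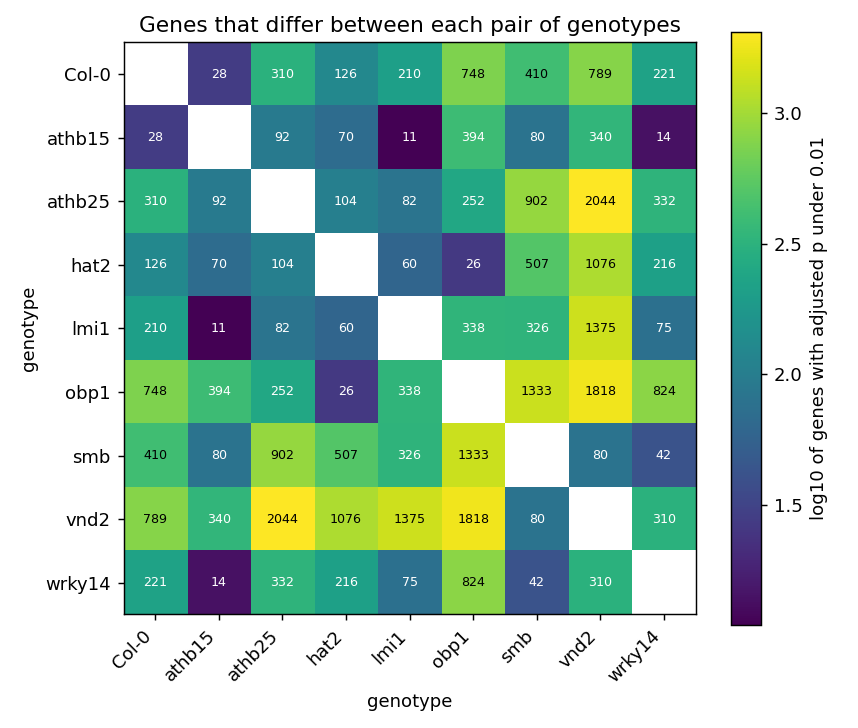
Number of genes with an edgeR adjusted p under 0.01 between each pair of the 9 genotypes (axes: genotypes; colour: log10 of the number printed in each cell). The smallest number is 11, for athb15 and lmi1, and the largest is 2044, for athb25 and vnd2.

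Genes near the insertions were examined for local effects. Among 160 neighbours of the targeted genes, 4 were called, where random positions gave a mean of 2.99 (one-sided permutation p = 0.351). They were chosen after their values were seen. In lmi1 they were AT5G03700 at -0.54 (SE 0.106), AT5G03795 at -0.64 (SE 0.101) and AT5G03830 at 0.40 (SE 0.0768). In each of these genes a Col-0 library was the most extreme of the libraries outside lmi1, on the side away from lmi1. AT5G03795 was called in 3 mutants, so its change is not particular to lmi1. MES10 (AT3G50440) changed by 0.60 (SE 0.0938) in the libraries labelled obp1 and overlaps AT3G50430. The permutation test pooled all mutants. It cannot decide for lmi1 alone, where 3 of 20 neighbours were called.

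Marker lists addressed seed reserves, greening and the circadian clock. The seed storage and oil body list changed in 3 of 8 mutants. Its median log2 fold change was 1.49 in vnd2 (fry adjusted p = 0.00167, 13 of 14 genes higher), 0.86 in smb (fry adjusted p = 0.0251, 12 of 14 higher) and -1.09 in hat2 (fry adjusted p = 0.00613, 0 of 14 higher). Over the 8 mutants, 26 of 112 tests of its genes were called, and 35 when adjusted over the list alone. Under camera with an estimated correlation the smb change was no longer called (adjusted p = 0.0745), and the list then changed in 2 mutants. The late embryogenesis abundant list changed in 0 mutants, with 2 at an unadjusted p under 0.05. Of its 136 tests, 16 were called, and 28 when adjusted over the list alone.

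The light harvesting and Rubisco small subunit list changed in the libraries labelled obp1, with a median of 0.83 (fry adjusted p = 0.0109, 19 of 19 genes higher). This was the only mutant called by fry, with 4 at an unadjusted p under 0.05. The other medians were 0.61 in hat2 (fry adjusted p = 0.0557, 17 of 19 higher), 0.49 in lmi1 (0.110, 19 of 19 higher) and -0.465 in vnd2 (0.0832, 0 of 19 higher). The change is thus not shown to be particular to the libraries labelled obp1. For these, camera with an estimated correlation gave an adjusted p of 0.0745. Of the list's 152 tests, 14 were called, and 35 when adjusted over the list alone. The morning clock list was higher in the libraries labelled obp1, at 0.68 (fry adjusted p = 0.000276), in hat2, at 0.60 (fry adjusted p = 0.00149), and in lmi1, at 0.28 (fry adjusted p = 0.0251), with 7 of 7 genes higher in each. The lmi1 change was not called against the mean of the other 7 mutants (adjusted p = 0.881) or under camera with an estimated correlation (adjusted p = 0.144). The list had 8 called tests of 56, and 11 when adjusted over the list alone.

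The evening clock list was lower in hat2, at -0.30 (fry adjusted p = 0.0067), and in the libraries labelled obp1, at -0.19 (fry adjusted p = 0.00613), and higher in vnd2, at 0.17 (fry adjusted p = 0.0251). Single libraries weighed on these values. The hat2 median was -0.16 without hat2 replicate 2, and the median in the libraries labelled obp1 was -0.37 without Col-0 replicate 2 and -0.30 without obp1 replicate 1. The vnd2 median was 0.0994 without Col-0 replicate 2, 0.27 without Col-0 replicate 1 and 0.28 without vnd2 replicate 1. Under camera with an estimated correlation the adjusted p was 0.0745 in the libraries labelled obp1 and 0.178 in vnd2. Of 72 tests of its genes, 2 were called, and 5 when adjusted over the list alone.

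**Figure D4:**
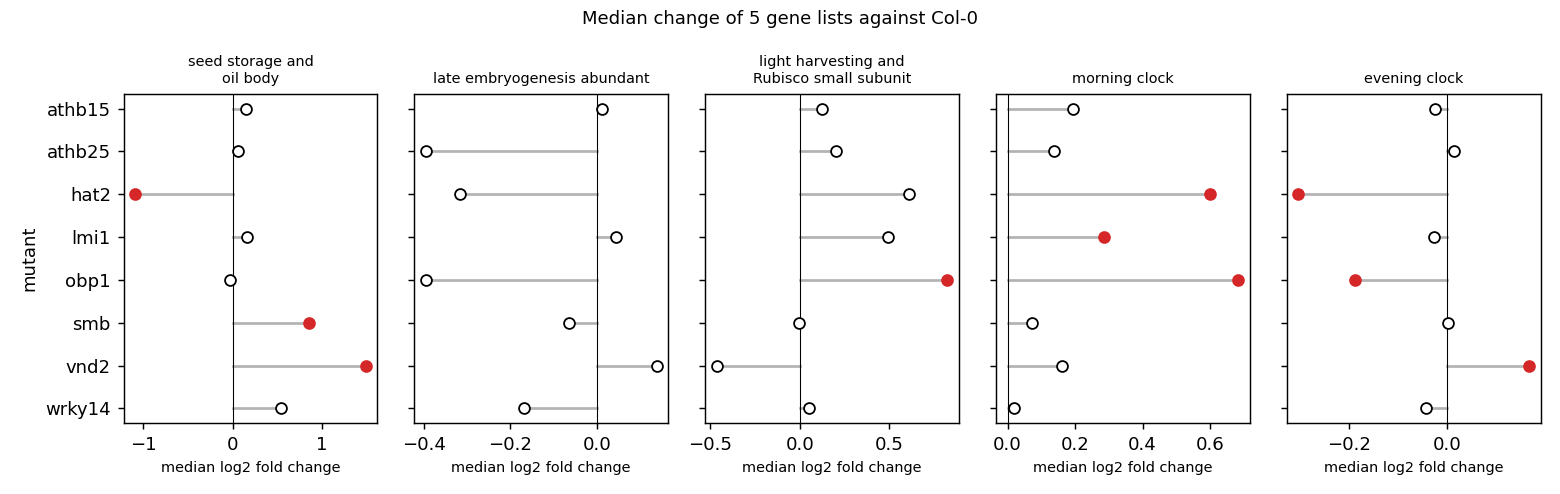
Median log2 fold change against Col-0 (horizontal axes, scaled separately) of 5 gene lists in each mutant (vertical axis), with filled points where the fry adjusted p was under 0.05. The storage list lies at -1.09 in hat2 and 1.49 in vnd2, and the light harvesting list is filled in the libraries labelled obp1 alone.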

Values the study reported

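The study reported 81 misexpressed genes for athb15, 794 for vnd2 and 370 for smb at a q-value under 0.01. In its germination assay, 20% of athb15 and of vnd2 seed had extruded radicles by 36 h SL, against 50% of wild-type seed.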

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

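Models that left out a library leave 1 library in a group, so they give values and no calls. The direction of a called gene is fixed in them, because its mutant and Col-0 libraries do not overlap, so that it says nothing about stability. The counts of misexpressed genes moved by over 1.5 times as follows.

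Without a count filter there were 285 calls in athb15, 1177 in athb25, 675 in hat2, 1033 in lmi1, 1635 in the libraries labelled obp1, 822 in smb, 1526 in vnd2 and 780 in the libraries labelled wrky14, with 1876 genes called in 2 or more mutants and a median of 932.5 over pairs of mutants. With 26321 genes in place of 19100, the added ones at low counts, edgeR set the prior degrees of freedom to infinity, so that no gene kept a variance of its own, against 9.57 with the filter. With the Wald test of DESeq2 there were 68 calls in athb15, 486 in athb25, 255 in hat2 and 323 in lmi1. The cause was not tested. The other 4 mutants stayed within 1.5 times. Models of 4 libraries, which hold fewer samples, gave 118 in athb15, 134 in lmi1 and 416 in vnd2. The cause of these moves, a rise in athb15 and falls in lmi1 and vnd2, was not tested.

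At an adjusted p under 0.05 the counts were 105, 1181, 434, 843, 1996, 743, 1776 and 595 in the order in which the mutants are listed above, with 1802 genes called in 2 or more mutants and a median of 837.5 over pairs. With an absolute log2 fold change of at least 1 they were 14, 49, 23, 65, 66, 232, 311 and 95 in that order, with 204 called in 2 or more. Against the mean of the other 7 mutants in place of Col-0, there were 10 in athb15, 567 in athb25, 242 in hat2, 78 in lmi1, 1126 in the libraries labelled obp1, 1433 in vnd2 and 25 in the libraries labelled wrky14. This reference has 14 libraries and asks another question, and the cause was not tested. It also moved the share of rises by over 10 percentage points, to 80% from 25% in athb15, 73.2% from 60.6% in athb25, 42.6% from 59.5% in hat2, 82.1% from 43.3% in lmi1, 41.3% from 28.8% in smb and 60% from 21.3% in the libraries labelled wrky14. In lmi1 rises were also the majority without a count filter (542 of 1033) and with the Wald test of DESeq2 (163 of 323), and in vnd2 with that test (398 of 787) and in the model of 4 libraries (223 of 416).

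The correction for GC content and length, added after the data were examined, moved no count of calls in a mutant by over 1.5 times. It gave 33 calls in athb15, 183 in hat2 and 887 in the libraries labelled obp1.

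Replicate numbers are shared between genotypes but did not pair the libraries. The correlations of replicate differences over the 36 pairs of genotypes ran from -0.163 to 0.194 with a median of -0.0097. With the replicate block there were 19 calls in athb15 and 735 in vnd2, and no count of calls moved by over 1.5 times. Among named genes it changed 1 call, AT3G09440 in athb15 (edgeR adjusted p = 0.0157, against 0.00886). Crossing the numbers of hat2, added after the data were examined, gave 122 calls, against 107 with the block as numbered.

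OBP1 passed the threshold in the libraries labelled obp1 without a filter, at 0.56 (edgeR adjusted p = 0.000113), and in the model of 4 libraries, at 0.56 (edgeR adjusted p = 0.00773). Over its alternatives the adjusted p ran up to 0.0262. Its value was 0.40 to 0.70 over the fits that each left out one library. The mean correlation between mutants was 0.235 with a different Col-0 library for each mutant of a pair, since the shared error was removed, and 0.555 to 0.655 across the 2 fits that each left out one Col-0 library, which have a noisier shared control.

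Against the mean of the other 7 mutants, the late embryogenesis abundant list changed in 3 mutants and the light harvesting list in 3. With the preset correlation of camera these lists changed in 4 and 5. With an estimated correlation the light harvesting list changed in 0 and the evening clock list in 1. All 10 list changes called by fry were also called by camera with its preset correlation, and 5 with an estimated one. Of the results for single genes and lists, 10 became weaker under at least 1 alternative and 8 moved by more than the SD between replicates when a library was left out. By this measure a gene with close replicates moves at a small change, and one with a wide spread, such as SESA5 in hat2, does not. Of the weaker ones, 5 were AT3G09440, in athb15, hat2, lmi1, vnd2 and the libraries labelled wrky14.

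The neighbour test kept its side of the threshold under every alternative tried, with p from 0.0703 to 0.425. Depth limits the VND2 result, where 7 to 13 counts per library cannot show a moderate fall. Of changes of 0.5 on the log2 scale, simulated data recovered 48.2%, and what limits this recovery was not tested.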

Other observations

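The tests of exchanged labels in the libraries labelled wrky14 and obp1, of Col-0 standing apart, of less advanced seed, of clock phase and of seed stocks were chosen after their results were seen at least in part.

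The number of misexpressed genes in athb15 here was 28. That is lower than the value quoted from the study above. With the Wald test of DESeq2, a package the study used in an earlier version, it was 68. The number in smb here, 410, was higher than the quoted value, and that in vnd2, 789, was lower. With the Wald test of DESeq2 these were 379 in smb and 787 in vnd2.

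The targeted gene was higher, not lower, in the libraries labelled wrky14 and obp1. The tables argue against labels exchanged with one of the 5 lines whose targeted gene fell. Of those 5 targeted genes, 0 had their lowest libraries labelled wrky14 and 0 had them labelled obp1. Were these libraries Col-0, the other 7 mutants would share their level. WRKY14 was higher in the libraries labelled wrky14 than in the mean of the other 7 mutants by 5.78 on the log2 scale (SE 0.156, edgeR adjusted p = 1.42e-14). The largest change from Col-0 common to those 7 mutants was 2.21 over all tested genes, so an exchange with Col-0 is argued against for wrky14. OBP1 was higher in the libraries labelled obp1 than in the mean of the other 7 by 0.56 (SE 0.107, edgeR adjusted p = 0.00183). For 107 of the 19100 tested genes a change common to those 7 mutants was as large, so an exchange of obp1 with Col-0 stays open. An exchange with vnd2, whose targeted gene had few counts, or between obp1 and wrky14 is not covered by these tests. The study reported, from resequencing and PCR genotyping, that every line carried only its intended insertion. Its resequencing used DNA of seedlings, so it speaks for the lines and cannot exclude an exchange of RNA libraries. Reads shared with near-identical copies were argued against by 0 stretches elsewhere in the genome for either gene. Counts per gene do not show where along the gene the reads lie, so transcripts that start in or end at the insertion may explain the rise, and this stays open. Whether functional transcript is lost in these lines was not measured here.

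The number of calls differed widely between mutants. It was not correlated with mean depth over the 8 mutants (Pearson's r = 0.187, exact permutation p = 0.655; Spearman's rho = 0.0952, exact permutation p = 0.84; adjusted p 0.819 and 0.84 over 5 relations). Without the 2 mutants farthest from the median depth, r was -0.74. With 8 mutants an effect of depth cannot be told apart from chance.

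Calls shared between mutants were tested against the explanation that the Col-0 libraries stand apart from every mutant. Of the 610 genes called in 2 or more mutants, both Col-0 libraries lay outside the range of the 16 mutant libraries for 160 (26.2%). In 20 simulations of these genes with all mutants at one level and Col-0 at its own, the share was 70% to 75.9%. A Col-0 that stands apart from all mutants is thus not the whole source of the shared calls, and stays open for the 160 genes. With all genotypes simulated alike, a mean of 0.1 genes was called in 2 or more mutants at the threshold that gave the 610. When as many genes of smallest p were taken per mutant as were called, a mean of 518 were shared by 2 or more mutants. That overlap came through the error of the Col-0 libraries they have in common. It ranks simulated genes that mostly did not pass the threshold, so it does not say how many of the 610 arose by such error. Common effects on germination remain open and were not tested.

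The storage list was higher in vnd2 than in hat2 by a median of 2.63 on the log2 scale (fry adjusted p = 1.55e-05 over 5 lists, 13 of 14 genes higher). After the correction for GC content and length the difference was 2.56, so such a trend is not the whole cause. Within genotypes, replicate differences in depth and in the list's mean level were not correlated (Pearson's r = 0.0679, exact permutation p = 0.862, n = 9, and rho = 0.2, p = 0.613). The 9 differences alone are too few to exclude an effect of depth. At nearly equal depth, vnd2 replicate 1 (27538575 counts) and hat2 replicate 2 (27716858) had mean list levels of 7.62 and 4.74 on the log2 scale. The other replicates were at 7.06 in vnd2 and 4.76 in hat2. The smb libraries, with 18146206 and 31663247 counts, were at 6.67 and 6.73. These values argue against depth as the whole cause of the difference between vnd2 and hat2, and a smaller effect stays open. A larger share of less advanced seed in vnd2 would also raise late embryogenesis abundant genes. That list was higher in vnd2 than in hat2 by a median of 0.23 (fry adjusted p = 0.00369, 15 of 17 genes higher, 6 called higher and 0 lower). This goes with a difference in progress of germination, as a hypothesis. The study reported late germination in all lines but hat2. Of the late lines, vnd2 and smb alone had the storage list called higher than in Col-0. Against Col-0, the late embryogenesis abundant median was -0.06 in smb (fry adjusted p = 0.668). It was -0.40 in athb25 (0.0984) and -0.39 in the libraries labelled obp1 (0.103). The late lines thus did not share 1 pattern. A direct effect of either gene on seed reserves stays open because the stage of the sampled seed was not scored per library.

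Across the 9 genotypes the mean levels of the storage and light harvesting lists were inversely related (Pearson's r = -0.805, exact permutation p = 0.013, adjusted p = 0.0647; Spearman's rho = -0.9, exact permutation p = 0.00203, adjusted p = 0.0101). Without the 2 genotypes farthest from the median storage level r was -0.665. The rank relation passed 0.05 after adjustment over 5 relations and the linear one did not.

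A shift in time of day or clock phase between genotypes may underlie the higher morning and lower evening clock genes in hat2 and the libraries labelled obp1. Morning and evening lists had r = -0.674 over the 9 genotypes (exact permutation p = 0.0461, adjusted p = 0.0768; rho = -0.7, exact permutation p = 0.0433, adjusted p = 0.108), and r was -0.493 without the 2 farthest genotypes. Morning clock and light harvesting lists had r = 0.685 (exact permutation p = 0.0415, adjusted p = 0.0768; rho = 0.633, p = 0.076, adjusted p = 0.127). None of these passed adjustment, and clock phase cannot be told apart from an effect of genotype because each genotype was sampled at 1 time.

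Some genes stood far from all other genotypes in a single genotype, though not all of them were absent or present there alone. Leaving out targeted genes, 29 genes had 1 genotype more than 2 log2 units from the nearest of the other 8, with replicates within 1.5. Of these, 20 were private to smb, 17 of them lower. Examples chosen after their values were seen are sks16 (AT2G23630), at 0.0747 CPM in smb against at least 6.17 in the other libraries, and AT2G43860, at 0.263 against at least 12.3. Of the 9 genes private to other genotypes, 5 were not protein coding, against 1 of 20 in smb (two-sided Fisher's exact p = 0.00548). Reads shared with near-identical copies are not the general cause, since 3 of 29 genes had such a stretch, against 60 of 571 tested genes of the same biotypes (10.5%). Differences between seed stocks unrelated to the insertions may explain the private genes of lines other than smb. The genes were chosen for the pattern, so the test of biotypes cannot decide, and seed stock and genotype cannot be told apart.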
